# Function of L-Pipecolic Acid as Compatible Solute in *Corynebacterium glutamicum* as Basis for Its Production Under Hyperosmolar Conditions

**DOI:** 10.3389/fmicb.2019.00340

**Published:** 2019-02-25

**Authors:** Fernando Pérez-García, Luciana F. Brito, Volker F. Wendisch

**Keywords:** pipecolic acid, osmo regulation, compatible solute, proline, *Corynebacterium glutamicum*, RNAseq analysis, solute export, solute uptake

## Abstract

Pipecolic acid or L-PA is a cyclic amino acid derived from L-lysine which has gained interest in the recent years within the pharmaceutical and chemical industries. L-PA can be produced efficiently using recombinant *Corynebacterium glutamicum* strains by expanding the natural L-lysine biosynthetic pathway. L-PA is a six-membered ring homolog of the five-membered ring amino acid L-proline, which serves as compatible solute in *C. glutamicum*.

Here, we show that *de novo* synthesized or externally added L-PA partially is beneficial for growth under hyper-osmotic stress conditions. *C. glutamicum* cells accumulated L-PA under elevated osmotic pressure and released it after an osmotic down shock. In the absence of the mechanosensitive channel YggB intracellular L-PA concentrations increased and its release after osmotic down shock was slower. The proline permease ProP was identified as a candidate L-PA uptake system since RNAseq analysis revealed increased *proP* RNA levels upon L-PA production. Under hyper-osmotic conditions, a Δ*proP* strain showed similar growth behavior than the parent strain when L-proline was added externally. By contrast, the growth impairment of the Δ*proP* strain under hyper-osmotic conditions could not be alleviated by addition of L-PA unless *proP* was expressed from a plasmid. This is commensurate with the view that L-proline can be imported into the *C. glutamicum* cell by ProP and other transporters such as EctP and PutP, while ProP appears of major importance for L-PA uptake under hyper-osmotic stress conditions.

## Introduction

In nature, all living organisms must respond to environmental fluctuations to survive. For example, bacteria have developed defense mechanisms for hyper- and hypo-osmotic external conditions to maintain cell viability including the *de novo* synthesis or uptake of osmo compatible solutes such as betaines. Since plants also contain these osmo compatible solutes, they are commonly present in production media and, thus, relevant for biotechnological fermentations (Farwick et al., 1995). The industrial workhorse *Corynebacterium glutamicum* disposes of mechanosensitive channels (MSCs) which perform as emergency release valves (Ruffert et al., 1999). After an osmotic downshift and to avoid cell lysis, MSCs are immediately activated by membrane turgor pressure to release solutes and to decrease in the internal osmolality (Ruffert et al., 1997; Morbach and Krämer, 2003). *C. glutamicum* can synthesize proline, glutamine, and trehalose and use them as compatible solutes, whereas it cannot synthesize ectoine and betaine, which therefore only function as compatible solutes when present in the environment (Frings et al., 1993; Farwick et al., 1995; Guillouet and Engasser, 1995; Wolf et al., 2003). Proline is the major *de novo* synthetized compatible solute in *C. glutamicum* (Skjerdal et al., 1996; Wolf et al., 2003). *De novo* biosynthesis of proline is induced under osmostress-conditions (Rönsch et al., 2003) unless nitrogen is scarce, a condition when trehalose is synthesized instead of proline (Wolf et al., 2003). Externally added proline can be taken up into the *C. glutamicum* cell by the import systems EctP, ProP, and PutP (Peter et al., 1998). The import of proline by the carriers EctP and ProP is osmoregulated (Peter et al., 1998), while the import of proline by PutP is not (Peter et al., 1997).

The cyclic amino acid L-pipecolic (L-PA), also known as homoproline, is a non-proteogenic amino acid and an intermediate of the catabolism of D,L-lysine (Neshich et al., 2013). L-PA is similar in chemical structure to L-proline since they only differ in ring size by one carbon (Pérez-García et al., 2016). L-PA plays many roles in microorganisms, plants, and animals; including the interactions between organisms and as precursor of natural bioactive molecules (Vranova et al., 2013). Notably, L-PA was reported as compatible solute for the microorganisms *Silicibacter pomeroyi, Sinorhizobium meliloti*, and *Escherichia coli* (Gouesbet et al., 1994; Gouffi et al., 2000; Neshich et al., 2013). *E. coli* does not degrade lysine to L-PA, but to cadaverine by the lysine decarboxylases LdcC or CadA (Mimitsuka et al., 2007; Kind et al., 2010). However, externally added L-PA protected *E. coli* cells under high osmolarity conditions (Gouesbet et al., 1994). *C. glutamicum* lacks lysine catabolic pathways, although the production of L-lysine-derived compounds has been established in *C. glutamicum* by metabolic engineering (Kind et al., 2010; Pérez-García et al., 2016; Jorge et al., 2017). A lysine producing *C. glutamicum* strain was engineered to overproduce L-PA by heterologous expression of the lysine dehydrogenase gene (*lysDH*) from *S. pomeroyi* and overexpression of the native pyrroline-5-carboxylate reductase gene (*proC*) from *C. glutamicum* (Pérez-García et al., 2016). However, the physiological role of L-PA for *C. glutamicum* has not yet been described. Here, we characterized the effect of L-PA on *C. glutamicum* (either added to the culture medium or synthesized *de novo*) under different conditions of osmotic pressure by physiological and RNAseq experiments. We provide evidence that YggB may be involved in export of L-PA and ProP in its import into the *C. glutamicum* cell.

## Materials and Methods

### Strain, Plasmids, and Culture Conditions

The strains and plasmids used in this work are listed in Table 1. *E. coli* strains were routinely cultivated in LB medium (10 g tryptone, 5 g yeast extract and 10 g NaCl per liter) or on LB agar plates at 37°C. *C. glutamicum* strains were routinely precultivated in brain heart infusion (BHI, ROTH^®^) plates or liquid medium overnight at 30°C. For *C. glutamicum* main cultures in flask, CGXII medium (Eggeling and Bott, 2005) was inoculated to an initial OD_600_ of 1 using 4% (w/v) glucose as sole-carbon source. For *C. glutamicum* main cultures in BioLector (m2p-labs, Baesweiler, Germany), growth experiments were performed in Flowerplates at 1,000 rpm, 95% humidity, 30°C and backscatter gain 15, inoculated to an initial OD_600_ of 1 and using 4% (w/v) glucose as sole-carbon source. When necessary, the growth medium was supplemented with kanamycin (25 μg mL^-1^), spectinomycin (100 μg mL^-1^) and isopropyl β-D-1-thiogalactopyranoside (IPTG) (1 mM). For growth in hyperosmolar conditions 100, 200, or 400 mM of NaCl were added to the medium.

**Table 1:** Strains and plasmids used in this work.

Strains and plasmids	Description	Source
Strains		
GSL	*C. glutamicum* ATCC13032 with the following modifications: Δ*pck, ΔsugR, ΔldhA, pyc^P458S^, hom^V 59A^*, two copies of *lysC^T311I^*, two copies of *asd*, two copies of *dapA*, two copies of *dapB*, two copies of *ddh*, two copies of *lysA*, two copies of *lysE*, in-frame deletion of prophages CGP1 (cg1507-cg1524), CGP2 (cg1746-cg1752), and CGP3 (cg1890-cg2071)	Pérez-García et al., 2016
GSLΔ*yggB*	In-frame deletion of *yggB* (cg1434) in GSL	This work
GSLΔ*proP*	In-frame deletion of *proP* (cg3395) in GSL	This work
JJ001	*C. glutamicum* ATCC13032 with the following modifications:Δ*argF, ΔargR* (auxotrophic for L-arginine); carrying the vector pVWEx1	Jensen and Wendisch, 2013
JJ004	JJ001 strain carrying the vector pVWEx1-ocdPp(TAA)	Jensen and Wendisch, 2013
*E. coli* DH5α	F^-^*thi*-1 *endA*1 *hsdr*17 (r^-^, m^-^) *supE*44 Δ*lacU*169 (Φ80*lacZ*ΔM15) *recA*1 *gyrA*96 *relA*1	Hanahan, 1983
*E. coli* S17-1	*recA, thi, pro, hsd* R-M+ (RP4: 2-Tc:Mu-:Km, integrated into the chromosome)	Simon et al., 1983
Plasmids		
pVWEx1	Km^R^, *C. glutamicum*/E. coli shuttle vector (Ptac, *lacI*, pHM1519 *oriV*_Cg_)	Peters-Wendisch et al., 2001
pEKEx3	Spec^R^, *C. glutamicum*/*E. coli* shuttle vector (Ptac, *lacI*, pBL1 *oriV*_Cg_)	Stansen et al., 2005
pVWEx1-*lysDH-proC*	Km^R^, pVWEx1 overexpressing *lysDH* from *S. pomeroyi* DSS-3 and *proC* from *C. glutamicum* ATCC 13032	Pérez-García et al., 2016
pEKEx3-*yggB*	Spe^R^, pEKEx3 overexpressing *yggB* from *C. glutamicum* ATCC 13032	This work
pEKEx3-*proP*	Spe^R^, pEKEx3 overexpressing *proP* from *C. glutamicum* ATCC 13032	This work
pK19*mobsacB*	Km^R^; *E. coli*/*C. glutamicum* shuttle vector for construction of insertion and deletion mutants in *C. glutamicum* (pK18 *oriVEc sacB lacZα*)	Schaffer et al., 2001
pK19*mobsacB*-Δ*yggB*	pK19*mobsacB* with a *yggB* (cg1434) deletion construct	Lubitz and Wendisch, 2016
pK19*mobsacB*-Δ*proP*	pK19*mobsacB* with a *proP* (cg3395) deletion construct	This work

### Molecular Biology Methods

As host for gene cloning *E. coli* DH5α was used (Hanahan, 1983). *E. coli* was transformed by heat shock following the method described elsewhere (Hanahan, 1983), while *C. glutamicum* was transformed by electroporation following the method described elsewhere (Eggeling and Bott, 2005). The pair of primers YgFw/YgRv (Table 2) were used to amplified *yggB* from genomic DNA of *C. glutamicum* ATCC 13032. The pair of primers PrFw/PrRv (Table 2) were used to amplified *proP* from genomic DNA of *C. glutamicum* ATCC 13032. The amplified genes were cloned by Gibson assembly (Gibson, 2011) into the vector pEKEx3 (Stansen et al., 2005) digested with BamHI, yielding the vectors pEKEx3-*yggB* and pEKEx3-*proP*. Positive clones were verified by colony PCR using the pair of primers X1Fw/X1Rv (Table 2). The up- and downstream regions of *proP* gene were amplified by PCR from genomic DNA of *C. glutamicum* ATCC 13032 using the pair of primers PrDA/PrDB and PrDC/PrDD. The up and down amplified fragments were fused by cross-over PCR with primer pair PrDA/PrDD and cloned by ligation (Eggeling and Bott, 2005) into the vector pK19*mobsacB* (Schäfer et al., 1994) restricted with BamHI. Positive clones were verified by colony PCR using the pair of primers 196F/197R (Table 2). The resulting vector pK19mobsacB-*gdh* was transferred to *E. coli* S17-1. In-frame deletion of the *yggB* and *proP* genes from *C. glutamicum* was performed via a two-step homologous recombination method (Eggeling and Bott, 2005). The pK19*mobsacB* vectors were transferred to the GSL strain via conjugation using *E. coli* S17-1 (Simon et al., 1983). The deletions of *yggB* and *proP* were verified by colony PCR using the pair of primers DE31/DE32 and PrDE/PrDF, respectively.

**Table 2:** Oligonucleotide sequences used in this work for molecular cloning and in-frame deletion.

Primer	Sequence (5→3)
PrFw	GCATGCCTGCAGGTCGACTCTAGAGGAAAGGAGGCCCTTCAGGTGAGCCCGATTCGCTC
PrRv	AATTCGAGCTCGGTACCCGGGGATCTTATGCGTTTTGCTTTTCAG
YgFw	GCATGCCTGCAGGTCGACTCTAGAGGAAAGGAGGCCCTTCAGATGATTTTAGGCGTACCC
YgRv	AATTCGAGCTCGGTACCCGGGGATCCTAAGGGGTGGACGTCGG
PrDA	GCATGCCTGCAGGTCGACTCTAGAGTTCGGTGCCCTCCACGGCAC
PrDB	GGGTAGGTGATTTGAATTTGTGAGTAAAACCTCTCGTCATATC
PrDC	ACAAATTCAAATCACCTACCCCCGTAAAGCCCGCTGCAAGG
PrDD	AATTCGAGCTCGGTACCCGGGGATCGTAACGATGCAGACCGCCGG
PrDE	CGGTGCCCTCCACGGCACC
PrDF	AACGATGCAGACCGCCGGCG
DE31	CTTTTGGCGCTCCAAGTACT
DE32	TCCTCGAGCGATCGAACAAT
X1Fw	CATCATAACGGTTCTGGC
X1Rv	ATCTTCTCTCATCCGCCA
196F	CGCCAGGGTTTTCCCAGTCACGAC
197R	AGCGGATAACAATTTCACACAGGA

### Internal Amino Acids Extraction

For the quantification of intracellular L-PA 2 mL of liquid medium were collected. One milliliter was centrifuged at 14,000 rpm and 4°C for 10–15 min. The resulting pellets were resuspended and treated with 5% HClO_4_ in an ice bath for 30 min. Then, the supernatant was neutralized with K_2_CO_3_ solution and centrifuged again at 14,000 rpm and 4°C for 10–15 min. Afterward, the supernatants were directly used for L-PA quantification or stored at -20°C (Sun et al., 2016). It has to be noted that the water space of the pellet in such a centrifugation step will contain compounds presents in the extracellular volume and this will affect the determination of the intracellular concentration. On the other hand, intracellular compounds may leak out of the cell during washing steps and this will also affect the determination of the intracellular concentration. Since all samples were processed in the same way, the possible fluctuations/errors in the measurements should affect all samples similarly. Exact quantitation would require methods such as described by Klingenberg and Pfaff (1967) which combine centrifugation through silicone oil for fast separation of supernatant and pellet by centrifugation and inactivation of the pellet by perchloric acid. The second collected mL was used to determine the biomass according to the correlation CDW [g L^-1^] = 0.35 OD (Bolten et al., 2007).

### Determination of L-PA by High Pressure Liquid Chromatography

The concentration of L-PA was quantified by using high-pressure liquid chromatography. The samples from the cell cultures were collected by centrifugation (14,000 rpm, 15 min and at room temperature), and further used for analysis. The samples were derivatized with fluorenylmethyl chloroformate (FMOC) as described (Schneider and Wendisch, 2010). Amino acid separation was performed on a system consisting of a pre-column (LiChrospher 100 RP18 EC-5μ (40 × 4 mm), CS-Chromatographie Service GmbH, Langerwehe, Germany) and a main column (LiChrospher 100 RP18 EC-5μ (125 × 4 mm), CS Chromatographie Service GmbH). The detection was carried out with a fluorescence detector with the excitation and emission wavelength of 230 nm and 310 nm, respectively (FLD G1321A, 1200 series, Agilent Technologies).

### RNAseq Analysis

For extraction of *C. glutamicum* bacterial cell pellets grown under the experimental conditions were harvested at mid-exponential phase. Harvesting procedure was done according to Irla et al. (2015) and cell pellets were kept at -80°C for further RNA isolation. Then, the pellets were thawed in ice and RNA was isolated individually for each sample using NucleoSpin RNA isolation kit (Macherey-Nagel, Düren, Germany). RNA samples with genomic DNA contamination were treated with the RNase-free DNase set (Qiagen, Hilden, Germany) (Brito et al., 2017). The concentration of isolated RNA was determined by DropSense^TM^ 16 (Trinean, Ghent, Belgium; software version 2.1.0.18). To verify the quality of RNA samples, we performed capillary gel electrophoresis (Agilent Bioanalyzer 2100 system using the Agilent RNA 6000 Pico kit; Agilent Technologies, Böblingen, Germany). The extracted RNA samples were pooled in equal parts and the pool of total RNA was subsequently used for the preparation of the cDNA libraries. The preparation and sequencing of the libraries were performed as described elsewhere (Mentz et al., 2013; Irla et al., 2015). Then, the reads were trimmed to a minimal length of 20 base pairs and in paired end mode with the Trimmotatic ver. 0.33 (Bolger et al., 2014). Trimmed reads were mapped to the reference genome of *C. glutamicum* ATCC13032 (Kalinowski et al., 2003) using the software Bowtie (Langmead et al., 2009). In order to perform differential gene expression analysis (DEseq) (Anders and Huber, 2010), we used the software for visualization of mapped sequences ReadXplorer (Hilker et al., 2014).

### Real-Time Quantitative Reverse Transcription-PCR

The real-time quantitative reverse transcription-PCR (qRT-PCR) was performed in order to validate the data obtained by DEseq analysis by using the CFX Connect^TM^ Real-Time PCR Detection System (Bio-Rad Laboratories, Irvine, CA, United States). Same RNA samples utilized in the RNAseq analysis were utilized as templates for qRT-PCR. All samples RNA concentration was adjusted to 50 ng μL^-1^. Afterward, 1 μL for each sample was pipetted into a reaction mix of the SensiFAST^TM^ SYBR^®^ No-ROX Kit (Bioline, Luckenwalde, Germany), following manufacturer’s instructions. Differentially expressed genes in DEseq analysis were selected as targets for qRT-PCR amplifications (primers listed in Table 3). The melting-curve data-based quantification cycle (Cq) values, from the LightCycler^®^ output files, were used for further calculation as it is described elsewhere (Crooks et al., 2004).

**Table 3:** Oligonucleotide sequences (5→3) used for amplification of gene fragments in qRT-PCR.

Gene identity	Forward	Reverse	Gene product length (bp)
*betP*	GCGGGCTTGCTTGAGAATCC	TGAAGGCCCAGCCGAGATTG	232
cg0569	AGCTTTGGCTGCTTCAGTAG	AGATTCCATGCCGGAACTTG	241
cg1665	GCTGCCAACTCTGCAACCTC	CCATTCGGGCCTTCTTCCAC	245
cg2677	GGCTCTGCCTCCATTCTTTG	GGTTGTGCCTTGACCTCTTC	210
cg2851	CAACGTGAACACGGTGTATC	CACATCGTCGAATCCGTTTG	210
cg3254	ATGCTTGCCCTAGGTTGG	CCGAGTGAAGAACTGCACG	255
cg3282	ATGACCTGCGGACACTGC	TCAGGACAAGACGGTGTAG	180
*gntV*	TCCGTCGGTAAAGCCCTAGC	CGGTTCCTGGGCATTTGGTG	238
*proC*	CGCGGCCAACATGAATCCAC	GGCCATGCTGACCACAACAC	232
*proP*	TCGACTGGTGGTGAATATGC	GAATACGCCAACCGAAATCC	202
*pstC*	AATGCGAACTCCTCTCAGAC	AATCCGCCAATACCTTCAGC	206
*pstS*	TCCGCAATGGACTACTTTGG	AACTGGGCCGATAACGAATG	222

## Results

### *C. glutamicum* Can Use L-PA for Osmoprotection

Structurally, L-PA is related to L-proline. To check whether L-PA functions as osmoprotectant in *C. glutamicum* the L-PA producer GSL(pVWEx1-*lysDH-proC*) (Pérez-García et al., 2016) was grown in glucose-minimal medium supplemented with 0, 100, 200, and 400 mM of NaCl using a BioLector system. Production of L -PA was induced by adding IPTG. When not induced for L-PA production, strains GSL(pVWEx1) and GSL(pVWEx1-*lysDH-proC*) showed decreasing growth rates (Figure 1A) and maximal biomass formation (Figure 1B) with increasing NaCl concentration. However, when L-PA production was induced, *C. glutamicum* GSL(pVWEx1-*lysDH-proC*) grew faster (Figure 1A) and to higher biomass concentrations (Figure 1B) in the presence of NaCl than the parent strain GSL(pVWEx1) (Figure 1). This indicated that biosynthesis of L-PA helps *C. glutamicum* to withstand hyperosmolar conditions.

**FIGURE 1:**
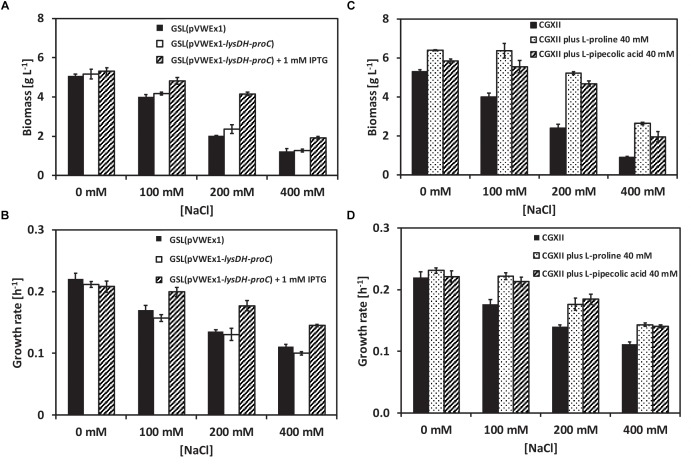
Growth of the *C. glutamicum* strains GSL(pVWEx1) and GSL(pVWEx1-*lysDH-proC*) under different osmotic conditions. **(A)** Biomass formation in g L^-1^ of GSL(pVWEx1) and GSL(pVWEx1-*lysDH-proC*) strains in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl. **(B)** Growth rates values in h^-1^ of GSL(pVWEx1) and GSL(pVWEx1-*lysDH-proC*) strains in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl. **(C)** Biomass formation in g L^-1^ of GSL(pVWEx1) strain in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl with 40 mM of L-proline or 40 mM of L-PA or nothing. **(D)** Growth rates values in h^-1^ of GSL(pVWEx1) strain in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl with 40 mM of L-proline or 40 mM of L-PA or nothing. Values represent means and standard deviations.

To test if also exogenously added L-PA is beneficial for *C. glutamicum* when grown under hyperosmolar conditions, 40 mM of either L-PA or L-proline were added to the glucose-minimal medium and growth of *C. glutamicum* GSL(pVWEx1) was monitored (Figure 1C,D). The exogenous addition of L-PA or L-proline improved growth of strain GSL(pVWEx1) in the presence of all NaCl concentrations tested (Figure 1C,D). Thus, under the chosen conditions L-PA functions as well as the known osmoprotectant of *C. glutamicum*, L-proline, in promoting growth under hyperosmolar conditions. While several transport proteins for the compatible solute L-proline are known, transport of L-PA has not yet been studied.

### The Mechanosensitive Channel YggB May Play a Role as Escape Valve for L-PA

Osmo compatible solutes accumulate intracellularly under hyperosmolar conditions and are released from the cell upon osmotic downshift. Since YggB has been shown to be a key player in osmoregulation in *C. glutamicum* (Börngen et al., 2010), *yggB* deletion mutants were also analyzed. Here, the accumulation and release of L-PA by *C. glutamicum* cells were analyzed (Figure 2). *C. glutamicum* cells were cultivated in 50 mL glucose-minimal medium without (blue columns) or with (red columns) 200 mM NaCl. When glucose was depleted 1 mL supernatant and 2 mL pellet were collected to measure the extracellular (dashed columns) and intracellular (filled columns) concentrations of L-PA (Figure 2, left panels). The rest of the pellet of cells that grew in CGXII (blue lines) or CGXII + 200 mM NaCl (red lines) was transferred to 35 mL milliQ-water 0.9% NaCl to force an osmotic downshift while keeping the cells intact. The extracellular (dashed lines) and intracellular (solid lines) concentrations of L-PA were monitored over time (Figure 2, right panels). The experiment was performed with the L-PA producing strain GSL(pVWEx1-*lysDH-proC*) (Figure 2A); a *yggB* deletion mutant of this strain lacking the MSC YggB, GSLΔ*yggB*(pVWEx1-*lysDH-proC*) (Figure 2B); and a derived strain expressing *yggB* from a plasmid for complementation of the *yggB* deletion, GSLΔ*yggB*(pVWEx1-*lysDH-proC*)(pEKEx3-*yggB*) (Figure 2C). After growth in CGXII minimal medium with 200 mM NaCl, the intracellular L-PA concentrations were higher than after growth in CGXII minimal medium without added NaCl (Figure 2A), left). Upon osmotic downshift, L-PA was released from cells grown without NaCl and accumulated in the medium with a rate of 0.97 ± 0.04 mM h^-1^. However, when cells grown with 200 mM NaCl were subjected to osmotic downshift, L-PA was released with a 75% higher rate and to an about 1.6 higher concentration (Figure 2A, right and Table 4).

**FIGURE 2:**
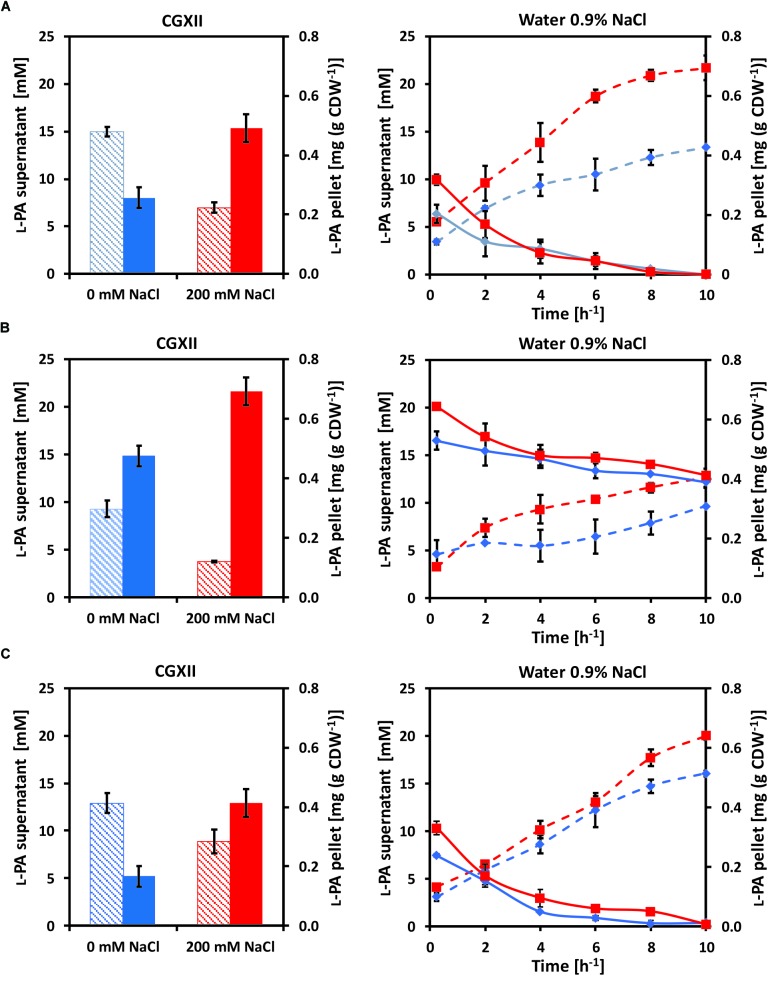
Intracellular (filled columns, straight lines) and extracellular (dashed columns, dashed lines) L-PA concentration profiles of the strains **(A)** GSL(pVWEx1-*lysDH-proC*), **(B)** GSLΔ*yggB*(pVWEx1-*lysDH-proC*) and **(C)** GSLΔ*yggB*(pVWEx1-*lysDH-proC*)(pEKEx3-*yggB*) after growth in glucose-minimal medium (left panels) without added NaCl (blue) or with 200 mM NaCl (red) and after osmotic downshift to 0.9% NaCl (right panels). Values represent means and standard deviations.

**Table 4:** Rates of decrease of intracellular L-PA concentrations and of L-PA accumulation in the cultivation medium upon osmotic downshock of different *C. glutamicum* strains after growth in glucose minimal medium with or without 200 mM NaCl.

	Rates of decrease of intracellular L-PA concentrations (μg g CDW^-1^ h^-1^)		Rates of L-PA accumulation in the supernatant (mM h^-1^)	
		
Strain	After growth with 0 mM NaCl	After growth with 200 mM NaCl	After growth with 0 mM NaCl	After growth with 200 mM NaCl
GSL(pVWEx1-*lysDH-proC*)	19.3 ± 0.2	30.2 ± 0.4	0.97 ± 0.04	1.73 ± 0.02
GSL**Δ*yggB***(pVWEx1-lysDH-proC)	14.0 ± 0.2	20.8 ± 0.3	0.47 ± 0.13	0.88 ± 0.17
GSL**Δ**yggB****(pVWEx1-*lysDH-proC*)(pEKEx3-***yggB***)	22.9 ± 0.3	28.9 ± 0.4	1.37 ± 0.16	1.68 ± 0.14

*Values represent means and standard deviations. Important strain features are depicted in bold.*

When growing the strain GSLΔ*yggB*(pVWEx1-*lysDH-proC*) on CGXII with or without 200 mM NaCl the internal accumulation of L-PA increased 80 and 40%, respectively, as compared with the strain GSL(pVWEx1-*lysDH-proC*) (Figure 2B, left). On 0.9% NaCl, the L-PA external accumulation rates decreased to the half (Figure 2B, right and Table 4). Therefore, the deletion of *yggB* slowed down L-PA export but was not enough to fully avoid it. The strain GSLΔ*yggB*(pVWEx1-*lysDH-proC*)(pEKEx3-*yggB*) showed similar L-PA internal/external profiles in both CGXII and water as compared with the strain GSL(pVWEx1-*lysDH-proC*) (Figure 2C, right and Table 4).

### Comparative RNAseq Analysis of a L-PA Producing *C. glutamicum* Strain, a L-Proline Producing Strain and the Respective Control Strains

Under the assumption that genes relevant for production of either L-PA or L-proline are differentially expressed when comparing L-PA producing *C. glutamicum* strain GSL(pVWEx1-*lysDH-proC*) with its parent strain GSL(pVWEx1) and of L-proline producing *C. glutamicum* strain JJ004 with its parent strain JJ001, comparative RNAseq analysis was performed. 

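RNA of 4 strains was sequenced: the L-PA producer GSL(pVWEx1-*lysDH-proC*) with its control GSL(pVWEx1), and the L-proline producer JJ004 with its control JJ001. GSL lacks the prophages CGP1, CGP2 and CGP3, and JJ001 and JJ004 lack *argF* and *argR*. Each strain is represented by 1 paired-end library, prepared from a pool to which RNA of separate samples contributed equally. With 1 library per strain, no difference could be compared with the spread between cultures, and no p-values are given here other than the authors'. The authors' p-values come from the same single libraries and do not measure that spread either. How DESeq set the spread behind them is not given in the sources used. The authors trimmed the reads, mapped them to the ATCC13032 genome with Bowtie and compared each producer with its control by DESeq in ReadXplorer. The deposited table of each comparison gives the DESeq-normalized counts of a gene in both libraries, their ratio, its log2 and the authors' p-values. Dividing the normalized counts by the value of 1 read gave whole reads for 100% of the entries (within 0.01 of a whole number). The libraries hold 7079804 reads on genes in GSL(pVWEx1), 5895425 in GSL(pVWEx1-*lysDH-proC*), 8607197 in JJ001 and 5780849 in JJ004. Log2 ratios of producer over control were taken from the normalized counts, each with an exact 95% interval that covers counting error only. A gene was counted as higher or lower in a producer when its mean was at least 10 normalized counts, the ratio at least 2-fold and equal levels lay outside the interval. The median of a gene group was placed as a percentile among 10000 random groups of the same size and similar expression, as a description of these libraries. Random groups hold genes drawn singly, so a group with genes of 1 operon can reach an extreme percentile more easily. No allowance was made for the number of groups. The percentile, the median and the counts of a group that holds genes of Table 5 are no independent evidence, since these values were known when the groups were written.

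The deleted genes were read first. Of 178 prophage loci named by a cg number, 10 are listed for the GSL strains. They had 576 reads in GSL(pVWEx1) and 385 in GSL(pVWEx1-*lysDH-proC*). In JJ001 and JJ004, the 178 loci had 203511 and 137064 reads. In the strains that lack them, *argF* was at levels that overlap those of the GSL libraries, and *argR* was higher. *argF* had 187 and 176 RPM (reads scaled to library totals) in JJ001 and JJ004 and 176 and 210 in the GSL libraries. *argR* had 261 and 296 RPM against 71.0 and 89.4. Relative to the rest of the *arg* genes, both were clearly lower in JJ001 and JJ004. Those other genes were higher there (*argC* at 4049 and 4333 RPM, against 143 and 169 in the GSL libraries). *argF* stood at 4.29% (JJ001) and 4.00% (JJ004) of the median level of 6 other *arg* genes, and at 86.6% and 84.5% in GSL(pVWEx1) and its L-PA producing derivative. *argR* stood at 5.99% and 6.72% of that median in JJ001 and JJ004 and at 35.0% and 36.0% in the GSL strains. These shares fell because the other genes rose and *argF* and *argR* did not rise with them to that extent. Deleted genes would give such shares, but reads remained on both genes, so the shares alone do not settle the deletions. *ldh*, deleted in GSL, had 67.0 and 65.3 RPM in the GSL libraries and 2505 and 4896 in JJ001 and JJ004. *pck* (1339 and 1275 RPM) and *sugR* (77.1 and 59.5 RPM) gave reads in both GSL libraries, against 1940 and 3417 RPM (*pck*) and 43.7 and 51.5 RPM (*sugR*) in JJ001 and JJ004; the extent of their deletions was not known here, so they check no label. Plasmid-borne *lysDH* and *ocd* come from other species and are not in the reference, which leaves no gene to tell JJ004 from JJ001. A feature named *ocd* in the deposited tables, with 25 reads in JJ001 and 8 in JJ004, belongs to the ATCC13032 reference and does not report the plasmid gene.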

*C. glutamicum* strains GSL(pVWEx1-*lysDH-proC*), GSL(pVWEx1), JJ004 and JJ001 were grown in glucose minimal medium with 1 mM IPTG after inoculation with an initial OD600 of 1. Samples for RNA preparation were harvested after 8 h of inoculation at an OD600 of 7.6 ± 0.4 and 7.7 ± 0.4, respectively, for strains GSL(pVWEx1-*lysDH-proC*) and GSL(pVWEx1). Sample for strains JJ004 and JJ001 were harvested 6 h after inoculation at an OD600 of 7.6 ± 0.1 and 8.0 ± 0.2, respectively. RNA and library preparation, sequencing, read mapping and differential gene expression analysis using the statistical method DEseq (Naville et al., 2011) was performed as described in Section “Materials and Methods.” Full data is available as Gene Expression Omnibus GSE122249 data set at http://www.ncbi.nlm.nih.gov/geo/. 

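Most genes of *C. glutamicum* had similar RNA levels in a producer and its control. In the L-PA comparison the plasmid-borne *proC* stood far above every other gene, and the carrier gene *proP* was among the most abundant of the lower ones. For the L-proline comparison, the ends are given among genes with a mean of at least 50 normalized counts. The regulator gene *whiB3* and the phosphate uptake gene *pstC* were at the upper end, and the exporter gene *lysE* and the prophage locus cg1897 at the lower end.

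Of 2729 genes with a mean of at least 10 normalized counts in the GSL libraries, 9 were higher and 33 lower in the L-PA producer. Of 2910 such genes in JJ001 and JJ004, 45 were higher and 46 lower in the L-proline producer. Ratios within 1.5-fold were found for 90.6% of these genes in the L-PA comparison and for 89.4% in the L-proline comparison. In the authors' deposited table of the L-PA comparison, 5 genes are higher and 16 lower at an unadjusted p below 0.01, of which 3 and 11 were also at least 2-fold different. For the L-proline comparison, the authors' deposited table has 27 higher and 30 lower genes at this threshold, 14 and 19 of them at least 2-fold different. At an adjusted p below 0.05, the authors' deposited table keeps 2 higher and 4 lower genes for L-PA and 7 higher and 15 lower genes for L-proline. Genes at least 2-fold different without such an unadjusted p had low counts, with a median mean of 25.2 normalized counts for L-PA and 22.8 for L-proline.

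**Figure D1:**
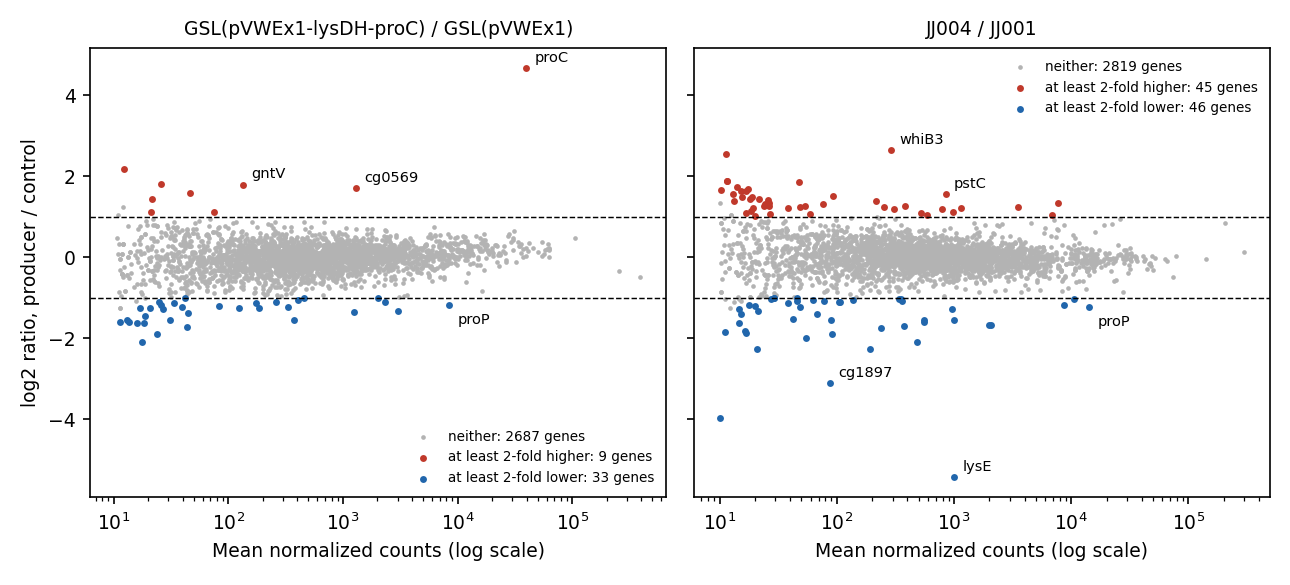
Log2 ratio of producer over control against mean normalized counts for genes with a mean of at least 10. Left, L-PA producer; right, L-proline producer. Dashed lines mark 2-fold. Each strain has 1 library.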

As compared to the respective control strains, 5 genes showed increased RNA levels and 17 genes decreased RNA levels in the L-PA producing strain, while 26 genes showed increased RNA levels and 33 genes decreased RNA levels in the L-proline producing strain (Table 5).

**Table 5:** Comparative RNAseq analysis of L-proline producing strain JJ004, its isogenic non-producing control strain JJ001, L-PA producing *C. glutamicum* strain GSL(pVWEx1-*lysDH-proC*) and its isogenic non-producing control strain GSL(pVWEx1).

		Log_2_ fold change of RNA level (*P*-value < 0.01)	
		
Locus or gene	Product	JJ004/ control JJ001	GSL(pVWEx1-*lysDH-proC*)/ control GSL(pVWEx1)
cg0018	Conserved hypothetical membrane protein	0.8	-1.0
cg0107	Putative secreted protein	0.3	-1.0
cg0175	Putative secreted protein	-0.8	-1.2
cg0282	CsbD family protein involved in stress response	-0.8	-0.6
*ctpA*	Putative Cu^2+^ transporting P-type ATPase	1.1	0.2
***proC***	Pyrroline-5-carboxylate reductase	0.0	4.7
*glyR*	Transcriptional activator of *glyA*, ArsR-family	1.0	-0.5
**cg0569**	Putative Cd^2+^ transporting P-type ATPase	1.0	1.7
*whiB3*	Transcriptional regulator protein, WhiB-family	2.6	-0.5
*prpC2*	2-Methylcitrate synthase	0.9	0.7
cg0770	ABC-type putative iron-siderophore transporter, permease subunit	-1.9	0.3
*irp1*	ABC-type putative iron-siderophore transporter, substrate-binding lipoprotein	-2.3	-0.3
*whcE*	Transcriptional regulator, WhiB-family	0.8	-0.4
*pdxS*	Pyridoxal 5’-phosphate (PLP) synthase subunit S	-0.8	0.0
*pdxT*	Pyridoxal 5’-phosphate (PLP) synthase subunit T	-1.0	0.5
cg0924	ABC-type putative iron-siderophore transporter, substrate-binding lipoprotein	-1.7	-0.5
cg0926	ABC-type putative iron-siderophore transporter, permease subunit	-1.3	-0.2
cg0935	Conserved hypothetical protein	-0.4	-1.3
*rpf1*	RPF-protein precursor	0.9	-0.4
cg0952	Putative integral membrane protein	-0.9	-0.3
***betP***	Na^+^/glutamate symporter	-1.2	-0.7
cg1091	Hypothetical protein	-1.6	-1.0
cg1091	Hypothetical protein	-1.6	-1.0
cg1109	Hypothetical protein	-0.3	-1.1
cg1279	Putative secreted protein	0.8	0.6
cg1291	Putative membrane protein	1.2	-0.1
cg1293	Putative secreted protein	-0.8	-0.4
*putP*	Na^+^/proline symporter	-0.8	-0.1
cg1419	Putative secondary Na^+^/bile acid symporter, bile acid:Na^+^ symporter (BASS) family	-1.7	-0.2
*lysE*	L-Lysine efflux permease	-5.4	-0.5
*leuC*	3-Isopropylmalate dehydratase, large subunit	-0.8	0.0
*ptsG*	Phosphotransferase system (PTS), glucose-specific enzyme IIBCA component	-0.9	0.1
cg1604	Secreted protein, putative channel protein	-0.9	0.1
**cg1665**	Putative secreted protein	-1.7	-0.9
cg1746	Putative membrane protein	0.8	n.d.
cg1897	Putative secreted protein	-3.1	n.d.
cg1930	Putative secreted hydrolase	-1.1	n.d.
cg2068	Hypothetical protein	-1.0	n.d.
*psp1*	Putative secreted protein	-1.6	n.d.
*int2’*	Putative phage Integrase (N-terminal fragment)	-1.6	n.d.
cg2181	ABC-type putative dipeptide/oligopeptide transporter, substrate-binding lipoprotein	-0.8	0.1
*xerC*	Putative site-specific recombinase	-0.2	-1.2
cg2402	Secreted protein NLP/P60 family	0.8	-0.1
cg2425	Putative permease	0.7	0.3
cg2477	Conserved hypothetical protein	0.0	-0.8
cg2564	Conserved hypothetical protein	-1.7	-0.5
*catA*	Catechol 1,2-dioxygenase	0.3	0.7
cg2651	Conserved hypothetical protein, pseudogene	-0.6	-1.4
**cg2677**	ABC-type putative dipeptide/oligopeptide transporter, permease subunit	0.0	0.9
***gntV***	Gluconokinase	-0.5	1.8
*rpmJ*	50S ribosomal protein L36	-0.3	-1.0
*pstB*	ABC-type phosphate transporter, ATPase subunit	1.3	0.1
*pstA*	ABC-type phosphate transporter, permease subunit	1.2	0.5
***pstC***	ABC-type phosphate transporter, permease subunit	1.5	0.3
***pstS***	ABC-type phosphate transporter, substrate-binding lipoprotein	1.3	0.1
**cg2851**	Branched-chain amino acid aminotransferase, AT class III/4-amino-4-deoxychorismate lyase	0.0	-1.6
cg2875	Hypothetical protein	0.8	-0.3
cg2908	Putative membrane protein	-1.0	0.1
*pck*	Phosphoenolpyruvate carboxykinase (GTP)	0.8	0.0
*gntP*	Gluconate:H^+^ symporter	-1.0	0.1
cg3218	Pyruvate kinase-like protein	1.2	0.4
*ldh*	L-Lactate dehydrogenase, NAD-dependent	0.9	0.0
**cg3254**	Putative membrane protein	-0.8	-0.9
cg3271	SAM-dependent methyltransferase	0.3	-1.1
cg3281	Putative Cu^2+^ transporting P-type ATPase	1.2	-0.4
**cg3282**	Putative Cu^2+^ transporting P-type ATPase	1.4	0.0
cg3326	Hypothetical protein	1.1	0.8
*mez*	Malic enzyme	0.9	0.3
***proP***	Proline/betaine permease	-1.2	-1.2
cg3402	Putative Hg^2+^ permease, MerTP-family	1.2	0.0
cg3404	ABC-type putative iron(III) dicitrate transporter, substrate-binding lipoprotein	-2.1	-0.4
cg4014	Conserved hypothetical protein, possibly involved in stress response	0.3	-1.0
cg4019		0.8	0.1
cg4021		-0.6	-1.1

*Names of genes used for subsequent qRT-PCR analysis are given in bold. n.d., not detected.*

The results obtained in the RNAseq analysis were validated by the analysis of gene expression patterns by qRT-PCR. For each analysis eight genes were selected, four upregulated and four downregulated genes. As shown in Figure 3, the relative gene expression levels obtained in qRT-PCR confirmed the pattern of their differential gene expression (fold change value) obtained in the RNAseq analysis.

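The genes of Figure 3 cover the overexpressed *proC*, gluconate and metal transport genes, the phosphate uptake system and the carriers ProP and BetP. The paper states that the same RNA samples served both methods; the qRT-PCR values are not analysed here. In each comparison, 4 of the 8 genes had a log2 ratio above 0 and 4 below 0. The paper had chosen them from these libraries as 4 upregulated and 4 downregulated genes, so their directions are no independent evidence.

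In the L-PA producer, 5 of the 8 genes were at least 2-fold different. The other 3 were the peptide transporter gene cg2677 (log2 ratio 0.88, 95% interval 0.72 to 1.04), cg3254 for a membrane protein (-0.94, -1.01 to -0.86) and cg1665 for a secreted protein (-0.94, -1.11 to -0.77). In the L-proline producer, 7 of the 8 genes were at least 2-fold different, and cg3254 was not (-0.82, -0.90 to -0.74). cg1665 was 3.26-fold lower in JJ004 than in JJ001 (576.9 against 176.9 normalized counts in control and producer). In the authors' deposited table, cg2677 has an unadjusted p of 0.00800 and cg3254 of 0.00129 in the L-PA comparison.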

**FIGURE 3:**
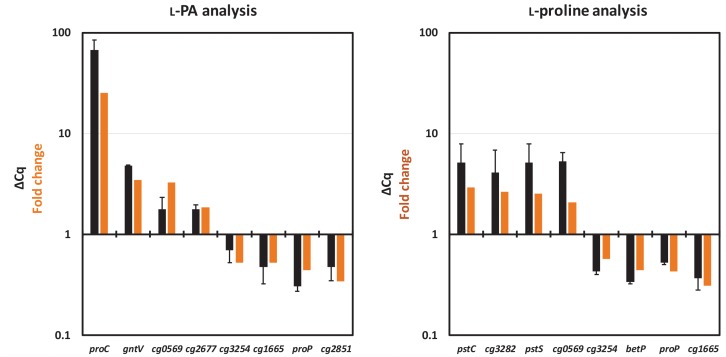
Comparison of relative gene expression values obtained by qRT-PCR analysis (black bars) with those obtained by RNAseq analysis (orange bars). RNAseq data from Table 5 and qRT-PCR data (ΔCq) collected for the L-PA analysis (**left**) and for the L-proline analysis (**right**) are listed. The values from the qRT-PCR are given as means and standard deviations.

In the L-proline producing strain JJ004, *pstSCAB* encoding phosphate ABC uptake system, genes for divalent metal transporter proteins (*ctpA*, cg0569, cg3281, cg3282, and cg3402), for transcriptional regulators (*glyR, whiB3*, and *whcE*) and for enzymes of central carbon metabolism (*pck, ldh* and *mez*) showed higher RNA levels than in the control strain JJ001 (Table 5). 

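Phosphate uptake and metal transport genes had higher RNA in JJ004 than in JJ001. All 4 genes of *pstSCAB* were more than 2-fold higher, as were the 5 transporter genes *ctpA*, cg0569, cg3281, cg3282 and cg3402. Among the regulator genes, *whiB3* had the largest ratio of all genes with a mean of at least 50 normalized counts. *pck*, *ldh* and *mez* were higher by less than 2-fold.

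For *pstSCAB* the log2 ratios were 1.34 (*pstS*), 1.55 (*pstC*), 1.18 (*pstA*) and 1.26 (*pstB*), with *pstS* at 4387 normalized counts in JJ001 and 11111 in JJ004. Of 15 measured genes of the phosphate starvation response, 5 were higher, and none was lower. Besides *pstSCAB* this was *ugpE* of the glycerol phosphate transporter (1.42, 95% interval 0.52 to 2.37), with 17 reads in JJ001 and 31 in JJ004; it falls below 2-fold with a pseudocount of 10 (0.98) and misses a minimum mean of 50. The median of this group was 0.43. Of 8 measured genes for divalent metal transport and copper response, 5 were higher, with log2 ratios from 1.05 (cg0569) to 1.40 (cg3282) and a group median of 1.08. These 5 are genes of Table 5, known when the group was written, so this count and median are no independent evidence. *whiB3* was 6.23-fold higher (95% interval 4.99 to 7.85; 98 reads in JJ001 and 416 in JJ004). *glyR* had a log2 ratio of 1.05 (0.87 to 1.22) and *whcE* of 0.77 (0.68 to 0.85). The group of WhiB-type regulators and resuscitation factors went both ways, with *rpf1* at 0.93, *whiB4* at -0.18 (-0.28 to -0.09) and *rpf2* at -0.06, which becomes 0.01 after removal of a trend with expression level. Its median was 0.77 over 5 genes, of which 1 was at least 2-fold higher. That median is the value of *whcE*, which is in Table 5, as are *whiB3* and *rpf1*. *pck* had a log2 ratio of 0.80 (0.77 to 0.83), *ldh* of 0.95 (0.92 to 0.97) and *mez* of 0.86 (0.79 to 0.92). The 7 measured genes of anaplerosis, gluconeogenesis and lactate had a median of -0.01, which is 0.01 with scaling to total counts and 0.06 after removal of a trend with expression level.

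**Figure D2:**
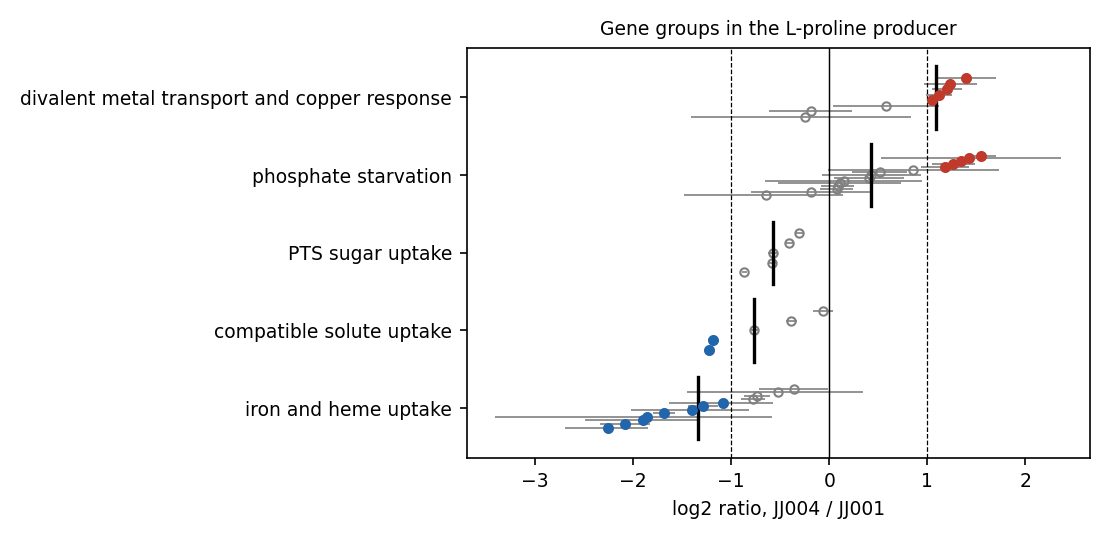
Log2 ratio of JJ004 over JJ001 for the measured genes of 5 groups, with 95% counting intervals. Filled symbols, at least 2-fold higher (red) or lower (blue); open symbols, neither; black bars, group medians. Each strain has 1 library.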

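Genes for iron and siderophore uptake had lower RNA in JJ004 than in JJ001 as a group. The lysine and arginine exporter gene *lysE* had the lowest ratio of all measured genes. Among the carriers of compatible solutes, *proP* and *betP* were more than 2-fold lower, and *putP* was lower by less.

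Of 12 measured genes of the iron and heme uptake group, 8 were lower, none was higher, and the median log2 ratio was -1.34. The 8 include *ripA* (-1.09), for the repressor of iron proteins and not for uptake. *hmuO* was the only heme gene measured, at -0.36 (95% interval -0.72 to -0.01), so heme uptake itself was hardly covered. The siderophore transport genes had log2 ratios of -1.90 (cg0770), -2.26 (*irp1*), -1.68 (cg0924) and -1.29 (cg0926), and the iron dicitrate transport gene cg3404 had -2.08. cg0922, with a control level of 26.4 normalized counts, had a ratio of -1.86 within a wide interval of -3.41 to -0.58. *lysE* was 42.8-fold lower (95% interval 31.1 to 60.7), with 2390 reads in JJ001 and 38 in JJ004. Its regulator gene *lysG* had a log2 ratio of -0.66 and *lysC* of -0.42, and *lysE* was the only lower gene among 12 genes of lysine biosynthesis and export (median -0.13, percentile 12.1). The log2 ratios of the carriers were -1.22 for *proP* (95% interval -1.26 to -1.19), -1.19 for *betP* (-1.23 to -1.14) and -0.77 for *putP* (-0.81 to -0.72). The authors' deposited table gives unadjusted p-values of 3.50e-41 for *lysE*, 1.03e-05 for *proP*, 2.24e-05 for *betP* and 0.00568 for *putP* in this comparison. These DESeq values too rest on 1 library per strain. Other large differences were in the prophage locus cg1897 (-3.10), in cg1419 for a sodium symporter (-1.75) and in cg2564 (-1.67).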

As compared to JJ001, RNA levels were lower in JJ004 for genes encoding iron-siderophore ABC uptake systems (cg0770, *irp1*, cg0924 and cg0926), the lysine/arginine permease gene *lysE* and genes for uptake of L-proline and other compatible solutes (*betP, putP* and *proP*) (Table 5). Thus, it appears that upon overproduction of L-proline, genes for its uptake from the culture medium are downregulated.

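JJ004 carries *ocd* for ornithine cyclodeaminase on a plasmid, and this enzyme forms L-proline from ornithine. The 5 carriers for L-proline and other compatible solutes include *ectP* and *lcoP* beside *proP*, *betP* and *putP*. None of the 5 genes was higher in JJ004 than in JJ001, and *lcoP* was nearly level.

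*ectP* had a log2 ratio of -0.39 (95% interval -0.45 to -0.33) and *lcoP* of -0.07 (-0.16 to 0.03). The median over the 5 carriers was -0.77, with 2 genes at least 2-fold lower. The L-proline genes *proA* (-0.18), *proB* (-0.13), *proC* (0.04) and *putA* (0.10) lay close to equal levels (median -0.05, percentile 48.1). The mechanosensitive and osmosensing genes had a median of -0.30 (percentile 2.69), with cg1434, the *yggB* gene, at -0.57, *mscL* at -0.32, *mtrB* at -0.28 and *mtrA* above 0 at 0.18 (0.07 to 0.28); none of these 4 was at least 2-fold different. From the lower RNA of *betP*, *putP* and *proP*, the paper proposes that genes for the uptake of L-proline appear to be downregulated when L-proline is overproduced.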

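The L-PA producer carries *proC* on a plasmid together with the lysine dehydrogenase gene *lysDH* of *S. pomeroyi*. Reads of the plasmid copy and of the chromosomal copy of *proC* fall on the same gene and cannot be separated. The other L-proline genes, *proA*, *proB* and *putA*, are present on the chromosome only.

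*proC* had 3003 normalized counts in GSL(pVWEx1) and 76079 in GSL(pVWEx1-*lysDH-proC*), 25.3-fold more (95% interval 24.5 to 26.2). It was the highest ratio of all measured genes, and the authors' deposited table gives it an unadjusted p of 7.53e-47. *proA* had a log2 ratio of -0.26 (95% interval -0.31 to -0.21), *proB* of -0.17 (-0.27 to -0.07) and *putA*, for the oxidation of L-proline, of 0.41 (0.36 to 0.46). The 4 genes together had a median of 0.12, at percentile 63.1. Of 12 genes of lysine biosynthesis and export, which supply the precursor of L-PA, none was 2-fold different, and their median was -0.05 (percentile 21.3). *lysE*, present in additional copy in GSL, had a log2 ratio of -0.55 (-0.63 to -0.47).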

As expected, RNAseq analysis of the L-PA producing strain revealed increased expression of pyrroline-5-carboxylate reductase gene *proC* since it is expressed from plasmid pVWEx1-*lysDH-proC* (Table 5). 

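After *proC*, the largest ratios among genes with a mean of at least 50 normalized counts in the L-PA comparison belonged to *gntV* and cg0569. cg0569, for a putative cadmium transporting ATPase, was the only gene of its metal transport group at least 2-fold higher in the producer. *gntV*, for gluconokinase, had few reads. *catA* was higher by less than 2-fold.

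cg0569 was 3.26-fold higher in GSL(pVWEx1-*lysDH-proC*) than in GSL(pVWEx1) (95% interval 2.98 to 3.56), and the median of the 8 metal transport and copper response genes was 0.11. That median is -0.01 when genes with a mean below 50 are left out. *gntV* was 3.46-fold higher (2.61 to 4.64), from 68 to 187 reads. *gntK*, the other gluconokinase gene, had a log2 ratio of -0.05, which becomes 0.00 after removal of a trend with expression level, and *gntP* of 0.13. In the pentose phosphate pathway, *zwf* (0.64), *opcA* (0.57) and *pgl* (0.57) lay above 0, while *gnd* was at -0.02. The 11 measured genes of the pathway and of gluconate had a median of 0.22 (percentile 96.7). Of their intervals, 6 lay above 0 and 1 below, and the lowest ratio was -0.70. This group holds *gntV* and *gntP* of Table 5, so its percentile is no independent evidence. *catA* was 1.67-fold higher, at 4699 and 7829.5 normalized counts in control and producer. In the authors' deposited table, *catA* has an unadjusted p of 0.00991 and cg0569 of 6.30e-08, while *gntV* has 0.000375.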

Other genes showing increased RNA levels upon L-PA production were the divalent metal transporter protein gene cg0569, the gluconokinase gene *gntV* and the catechol 1,2-dioxygenase gene *catA* (Table 5). Genes showing decreased RNA levels upon L-PA production were the putative site-specific recombinase gene *xerC* and the compatible solute transport gene *proP* (Table 5). 

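More genes were lower than higher in the L-PA producer. *proP* was the most abundant gene among those at least 2-fold lower, and *xerC* was of medium abundance. The others include cg2851 for an aminotransferase, cg0175 for a secreted protein, and cg2651, cg0935 and cg1109 for hypothetical proteins.

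*proP* had 11712 normalized counts in GSL(pVWEx1) and 5154 in GSL(pVWEx1-*lysDH-proC*), 2.27-fold fewer (95% interval 2.20 to 2.35). *xerC* had 524 reads in the control and 178 in the producer, 2.34-fold fewer after scaling (1.97 to 2.79). The authors' deposited table gives unadjusted p-values of 3.56e-05 for *proP* and 0.00139 for *xerC*, and adjusted p-values of 0.0181 and 0.303. The lowest log2 ratios at a mean of at least 50 were -1.55 for cg2851 (-1.81 to -1.31), -1.35 for cg2651 and -1.32 for cg0935. Also lower were cg0175 (-1.24) and cg1109 (-1.10).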

Notably, the genes *betP* and *putP* coding for uptake systems of L-proline and other compatible solutes did not show increased RNA levels. Thus, ProP was chosen as potential candidate for import of L-PA into the *C. glutamicum* cell.

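BetP and PutP take up glycine betaine and L-proline, respectively. In the L-PA producer, *betP* RNA was lower than in the control by less than 2-fold, and *putP* was close to equal. Of the pair, *putP* was the more abundant.

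*betP* had 1787 normalized counts in GSL(pVWEx1) and 1075 in GSL(pVWEx1-*lysDH-proC*), a log2 ratio of -0.73 (95% interval -0.85 to -0.62). *putP* had 23042 and 21210 normalized counts, a log2 ratio of -0.12 (-0.15 to -0.09). Either interval lay below 0. In the authors' deposited table, *betP* has an unadjusted p of 0.0164 and *putP* of 0.670 in this comparison.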

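The remaining carriers for compatible solutes, *ectP* and *lcoP*, were measured in the same libraries. *ectP* was slightly higher in the L-PA producer, and *lcoP* could not be told from equal levels at this depth. *proP* was thus the only carrier gene at least 2-fold different in the L-PA comparison, while *proP* and *betP* were both lower in the L-proline comparison.

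*ectP* had a log2 ratio of 0.16 (95% interval 0.11 to 0.21) and *lcoP* of -0.11 (-0.24 to 0.01) in GSL(pVWEx1-*lysDH-proC*) over GSL(pVWEx1). The median over the 5 carriers was -0.12. cg1434, the *yggB* gene, had a log2 ratio of 0.31 (0.18 to 0.44), and the 4 measured mechanosensitive and osmosensing genes had a median of -0.05 (percentile 31.4). After listing *proP* among the genes with decreased RNA levels, the paper points out that *betP* and *putP* were not increased, and from there it chose ProP as a potential candidate for the import of L-PA. The abstract of the paper instead names increased *proP* RNA as the reason, whereas *proP* was lower in these libraries.

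**Figure D3:**
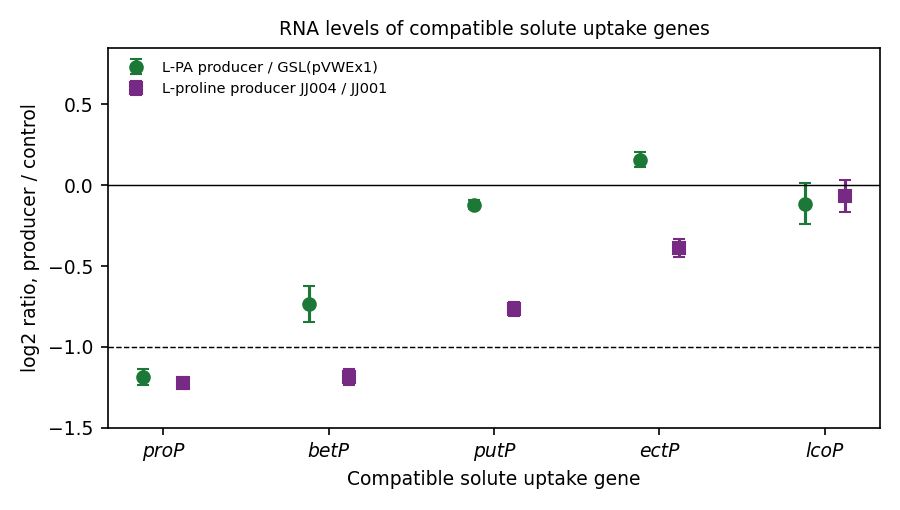
Log2 ratio of producer over control for the 5 carrier genes of compatible solutes, with 95% counting intervals. Green, L-PA comparison; purple, L-proline comparison. The dashed line marks 2-fold lower. Each strain has 1 library.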

### Role of the Carrier ProP During Growth With L-PA as Osmo Compatible Solute

Deduced from the RNAseq data, we speculated that the carrier ProP may play a role with regard to L-PA as osmo compatible solute of *C. glutamicum*. ProP is used by *C. glutamicum* as the main osmoregulated uptake system for L-proline (Peter et al., 1998). To test if the absence of ProP affects the use of *C. glutamicum* of L-PA under hyperosmolar conditions, strain GSLΔ*proP* was constructed. The strains GSL(pEKEx3) (Figure 4, black columns), GSLΔ*proP*(pEKEx3) (Figure 4, red columns) and GSLΔ*proP*(pEKEx3-*proP*) (Figure 4, green columns) were grown in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl using a BioLector system. CGXII contains 200 mM MOPS buffer, thus, has a relatively high osmolarity: about 1,1 osmol/kg without added NaCl as compared to about 1,3 osmol/kg CGXII medium with 400 mM NaCl (Börngen et al., 2010). In addition, the effect of externally added L-proline or L-PA was tested. Data for final biomass formation and growth rate was collected for all conditions (Figure 4). It was observed that the strains carrying the deletion of *proP* suffered more from the hyperosmotic conditions as compared to the control *C. glutamicum* strain GSL(pEKEx3) or the complementation strain GSLΔ*proP*(pEKEx3-*proP*) (Figure 4). When 40 mM of L-proline was supplemented as osmo compatible solute to the minimal medium the growth rates and final biomass concentrations were reduced to a lesser extent than when 40 mM L-PA was added (Figure 4). Thus, ProP plays an important role when L-proline and L-PA are used as osmo compatible solutes in *C. glutamicum*. These findings are commensurate with the view that ProP does not only import L-proline into the *C. glutamicum* cell, but also L-PA. However, future in depth biochemical analysis of L-PA uptake are needed to determine the respective kinetic parameters of L-PA uptake.

**FIGURE 4:**
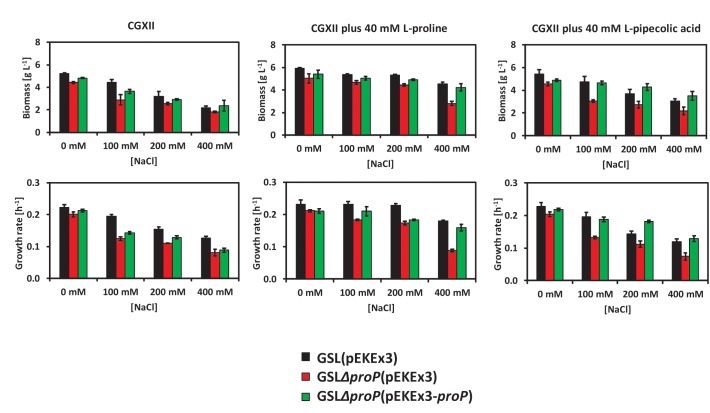
Growth behavior of the *C. glutamicum* strains GSL(pEKEx3) (black bars), GSLΔ*proP*(pEKEx3) (red bars) and GSLΔ*proP*(pEKEx3-*proP*) (green bars) under different osmotic conditions. Biomass formation in g L^-1^ (top-left) and growth rate in h^-1^ (down-left) when growing the strains in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl. Biomass formation in g L^-1^ (top-middle) and growth rate in h^-1^ (down-middle) when growing the strains in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl an in presence of 40 mM of L-proline. Biomass formation in g L^-1^ (top-right) and growth rate in h^-1^ (down-right) when growing the strains in glucose minimal medium supplemented with 0, 100, 200, or 400 mM of NaCl an in presence of 40 mM of L-PA. Values represent means and standard deviations.

## Discussion

In this study, L-PA was shown to be an osmo compatible solute for *C. glutamicum.* L-PA cannot be synthesized by *C. glutamicum* wild type, but can be imported from the environment. The synthesis and/or accumulation of compatible solutes is a widespread microbial strategy against osmolarity fluctuations (da Costa et al., 1998; Kempf and Bremer, 1998; Wood et al., 2001; Czech et al., 2018). High cytoplasmic concentrations of compatible solutes also stabilize protein folding and ribosomes and protect the DNA, increasing the resistance to other types of stress such as high and low temperatures and radiation (Li and Gänzle, 2016; Sajjad et al., 2018; Tribelli and López, 2018). The osmoprotection mechanisms for the microbial cell factories *E. coli, Bacillus subtilis* and *C. glutamicum* are described (Kempf and Bremer, 1998; Wood et al., 2001; Morbach and Krämer, 2003; Hoffmann and Bremer, 2017). These and other non-halophilic bacteria accumulate K ions, Na ions or glutamate after an osmotic upshock as first response before these ions are exchanged against compatible solutes either by synthesis or uptake (Wood, 1999). *C. glutamicum* either synthesizes glutamine, proline or trehalose after an osmotic upshift or imports glycine betaine, proline or ectoine (Frings et al., 1993; Guillouet and Engasser, 1995; Skjerdal et al., 1996). In *C. glutamicum*, biosynthesis of proline involves one set of genes (*proA* for g-glutamyl phosphate reductase, *proB* for g-glutamyl kinase and *proC* for pyrroline 5-carboxylate reductase), while *B. subtilis* possesses one set of proline biosynthesis genes for anabolic purposes and a second osmostress-induced set (Bremer, 2000). Similarly, biosynthesis and internal content of L-PA is regulated by external osmolality in *Brevibacterium ammoniagenes* (Gouesbet et al., 1992). It has been described that *C. glutamicum* prefers uptake of compatible solutes to their synthesis because uptake of compatible solutes is faster and energetically more favorable than their synthesis (Morbach and Krämer, 2003). In *C. glutamicum*, glycine betaine is the most effective osmoprotectant among those that can be imported from the environment, followed by ectoine and proline (Farwick et al., 1995). Here, we have shown that 40 mM L-PA are almost as effective as 40 mM proline for osmoprotection of a lysine producing *C. glutamicum* strain (Figure 1, 4). The improved growth in the presence of increasing salt concentrations is not due to catabolism of L-PA since *C. glutamicum* can use L-PA neither as carbon source nor as nitrogen source (Pérez-García et al., 2016). Rather, the external addition of L-PA is advantageous since resources for biosynthesis of L-proline for osmoprotection are not required. An osmoprotective role of L-PA has also been shown for *E. coli* since the addition of 1 mM of DL-PA decreased the inhibitory growth effect of 200–700 mM NaCl in 0.2% glucose minimal medium (Gouesbet et al., 1994). When growing *S. pomeroyi* in a mineral salts medium containing 400 mM NaCl, the supplementation of 5–20 mM of L-PA improved the growth of the microorganism (Neshich et al., 2013). In *Sinorhizobium meliloti*, both isomers, L-PA and D-PA have to be added for osmoprotective activity (Gouffi et al., 2000). Previously, we have developed strains for sustainable production of L-PA (Pérez-García et al., 2016, 2017a). Here, we have shown that recombinant *C. glutamicum* engineered for L-PA overproduction showed improved growth characteristics under hyperosmolar conditions (Figure 4). Thus, L-PA functions as osmo compatible solute not only when imported from the environment, but also when synthesized *de novo*. In these recombinant *C. glutamicum* strain synthesis is not osmostress-induced as described for certain plants. For example, in rapeseed leaf tissues, L-PA synthesis from L-lysine via the lysine-ketoglutarate reductase/saccharopine dehydrogenase pathway is osmo-dependent (Moulin et al., 2006).

Although uptake of osmo compatible solutes is important and energetically favored over their *de novo* synthesis, a *C. glutamicum* mutant devoid of the five known uptake systems for compatible solutes survived under hyperosmolar conditions (Steger et al., 2004) which has been attributed to *de novo* synthesis of proline, glutamine, and trehalose (Rönsch et al., 2003). The secondary carriers PutP, BetP, EctP, LcoP, and ProP differ by their substrate spectrum and substrate affinities, however, they show a degree of substrate redundancy that is typical for soil bacteria (Peter et al., 1997, 1998; Wood et al., 2001; Weinand et al., 2007). BetP is a high affinity carrier specific for betaine (Peter et al., 1997). EctP is a low affinity carrier for betaine, ectoine and proline and LcoP a low affinity carrier for betaine and ectoine, whereas the carrier ProP shows high affinity for its substrates proline and ectoine (Peter et al., 1998; Steger et al., 2004). PutP imports proline with high affinity for anabolic purposes (Peter et al., 1997). Based on differential gene expression analysis ProP was identified as possible L-PA import system in this work (Table 5). In *E. coli* various structural analogs of L-proline such as azetidine-2-carboxylate, L-pipecolic acid or 5-hydroxy-L-pipecolic acid enter the cell through ProP or ProU transport systems (Gouesbet et al., 1994). The *E. coli* proline/glycine betaine transporter ProP shares 36.8% identical amino acids with ProP from *C. glutamicum.* Here, growth analysis of *C. glutamicum* mutants lacking *proP* revealed perturbed growth under hyperosmolar conditions in the absence of *proP* (Figure 4). Since mutants lacking *proP* still possess functional EctP and PutP these carriers apparently do not contribute to uptake of L-PA under the chosen conditions, and, thus, ProP may act as major L-PA import system in *C. glutamicum*. Detailed biochemical transport assays will have to be performed in the future to characterize L-PA uptake by ProP.

It was also shown in this work that the MSC YggB performs as a major escape valve for L-PA in *C. glutamicum* (Figure 2). After an osmotic downshift compatible solutes are released to the medium involving MSCs (Morbach and Krämer, 2003). In particular, the MSC YggB was described as the main export system of L-glutamate in *C. glutamicum* (Nakamura et al., 2007). In *C. glutamicum* it is known that the use of biotin limitation, penicillin treatments or surfactants alter membrane tension by inhibiting lipid or peptidoglycan synthesis which triggers conformational changes in YggB allowing L-glutamate export (Duperray et al., 1992; Gutmann et al., 1992). In addition, betaine efflux induced by osmotic downshock was reduced upon deletion of *yggB* (Nottebrock et al., 2003). Thus, the decreased rate of L-PA accumulation in the supernatant as consequence of *yggB* deletion suggests that L-PA may be exported from the *C. glutamicum* cell by YggB. In depth biochemical analysis is required to characterize export of L-PA by YggB.

Due to their diverse applications in drug development, food industry, skin care products and cosmetics (Graf et al., 2008; Jorge C.D. et al., 2016; Li and Gänzle, 2016) the biotechnological production of compatible solutes has gained increasing momentum recently (Sauer and Galinski, 1998; Jensen and Wendisch, 2013; Tan et al., 2016; Chen et al., 2017). This included the establishment of strains that produce and secrete compatible solutes such as ectoine, L-PA or α-D-glucosylglycerol that are not synthesized by the wild-type strains (Ning et al., 2016; Pérez-García et al., 2017a,b; Ying et al., 2017; Roenneke et al., 2018). Production of L-PA by recombinant *E. coli* expressing the gene for lysine cyclodeaminase from *Streptomyces hygroscopicus* was established with a titer of 5.33 g L^-1^ L-PA and a yield of 0.13 g L^-1^ of glucose obtained in fed-batch cultivation and a titer of 0.64 g L^-1^ L-PA in shake flasks (Ying et al., 2017). Our previous work on establishing L-PA production in *C. glutamicum* led to superior values: 14.4 g L^-1^ L-PA and a yield of 0.20 g g^-1^ in fed-batch cultivation and a titer of 3.9 g L^-1^ L-PA in shake flasks (Pérez-García et al., 2017a). Although *de novo* synthesized L-PA protected *C. glutamicum* against high salt conditions, we have observed that in the presence of 200 mM NaCl the L-PA titer in the supernatant was reduced from about 15 mM (about 1.9 g L^-1^) to about half (Figure 2A, left panel). Thus, hyperosmolar conditions are not favorable for L-PA production by the *C. glutamicum* recombinant strains described here. However, while less L-PA was secreted under hyperosmolar conditions, more L-PA accumulated intracellularly (Figure 2A, left panel). After osmotic downshift, L-PA was released to the culture medium accumulating to about 22 mM (about 2.8 g L^-1^) (Figure 2A, right panel). Therefore, in principle, the described *C. glutamicum* strains could be used in a process called “bacterial milking” (Sauer and Galinski, 1998). The Gram-negative bacterium *Halomonas elongata* was grown to high-cell-density (48 g cell dry weight per liter) before being exposed to alternating hyper- and hypo-osmolar conditions. Ectoine released to the hypo-osmolar medium was harvested by crossflow filtration and by this procedure 0.16 g of ectoine per cycle per gram cell dry weight could be produced (Sauer and Galinski, 1998). As use of high-salinity media in fermentation processes is costly and poses challenges with regard to the design and durability of bioreactors, it is generally assumed that direct fermentative production is preferred over the “bacterial milking” process. To determine if this notion holds true for the L-PA producing *C. glutamicum* strains described here, a head-to-head comparison of these strains operated in a fed-batch fermentation process vs. a “bacterial milking” process will have to be performed after each process has been thoroughly optimized by process intensification. In addition, strain optimization by transport engineering, as described for the production of amino acids (Nakamura et al., 2007; Blombach et al., 2009), non-proteinogenic amino acids (Jorge J.M.P. et al., 2016; Pérez-García et al., 2017a), diamines (Kind et al., 2014; Nguyen et al., 2015) or organic acids (Huhn et al., 2011), may be required.

## Data Availability

The datasets generated for this study can be found in http://www.ncbi.nlm.nih.gov/geo/, GSE122249.

## Author Contributions

FP-G, LB, and VW designed the study. FP-G and LB performed the experiments. FP-G, LB, and VW analyzed the data. FP-G and LB drafted the manuscript. VW finalized the manuscript. All authors read and approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

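RNAseq data of 4 strains of *C. glutamicum* were used: GSL(pVWEx1) and GSL(pVWEx1-*lysDH-proC*) for the L-PA comparison and JJ001 and JJ004 for the L-proline comparison. The cells grew with 1 mM IPTG and were harvested after 8 h (GSL strains; OD600 of 7.7 ± 0.4 in the control and 7.6 ± 0.4 in the producer) or 6 h (JJ001 at 8.0 ± 0.2, JJ004 at 7.6 ± 0.1). Each strain has 1 library from pooled RNA, so 4 libraries were assigned to their strains, and 0 sample columns were left unassigned.

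According to the paper, RNA was isolated with the NucleoSpin RNA kit, reads were trimmed with Trimmomatic 0.33 to a minimal length of 20 bp and mapped with Bowtie to the ATCC13032 genome, and ReadXplorer ran DESeq. Versions of Bowtie, ReadXplorer and DESeq, the strand setting and the counting options are not given in the sources used here. The deposited tables of the authors hold a normalized signal per gene and library (counts divided by the DESeq size factor), the mean of both libraries, the producer to control ratio (fold change), its log2, and an unadjusted and an adjusted p-value. The authors scaled the 2 tables separately, so levels were compared within a table only, apart from the label checks, which used RPM (reads scaled to library totals) and shares within a library.

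Whole reads were recovered by dividing each deposited value by the value of 1 read, 0.891 and 1.12 normalized counts in the GSL control and producer and 0.825 and 1.21 in JJ001 and JJ004. This gave whole numbers for 100% of the entries, with a tolerance of 0.01. The tables list 2836 features for the GSL strains and 3025 for JJ001 and JJ004. Summed over features, the depth was 7079804 and 5895425 reads for the L-PA comparison and 8607197 and 5780849 for the L-proline comparison. The most abundant feature, *ssrA*, took 7.23% and 4.93% of the reads in the GSL control and producer and 3.97% and 4.40% in JJ001 and JJ004. In 25 features of the L-PA table and 24 of the L-proline table a library was at 0; a bound from a floor of 3 counts was set for these, and no ratio was used.

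The measure was the log2 ratio of producer over control in the deposited normalized counts, with no pseudocount. The exact 95% interval (Clopper-Pearson, on the producer's reads among the reads of both libraries) was converted with the size factors. Genes with a mean of at least 10 normalized counts, a ratio of at least 2-fold and an interval that excludes equal levels were counted. These counts and ratios rest on no test, since 1 library per strain leaves no residual degrees of freedom; a count test was run only as an alternative, with an assumed spread. Group medians were set against 10000 random groups of the same size, drawn within 20 bins of mean expression. The 28 gene groups, the size rule and the alternatives were fixed before the data were examined. The genes named were those in the paper's results on RNAseq and qRT-PCR, the 10 largest differences in each direction with a mean of at least 50, up to 4 examples per gene group, and the deleted genes. The values of Table 5 had been seen when this rule and the gene groups were written. The percentile, the median and the counts of a group that holds genes of Table 5 are thus no independent evidence. No percentile is given for compatible solute uptake and metal transport in either comparison. None is given for phosphate starvation, iron and heme uptake and the WhiB-type regulators in the L-proline comparison. Some further genes, such as *zwf*, *opcA*, *pgl*, *catC*, *ectP*, *lcoP* and *putA*, were named as members of the groups after their values were seen, and so were the genes different in both comparisons.

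The gene groups were compatible solute uptake, mechanosensitive channels and osmosensing, proline biosynthesis and oxidation, lysine biosynthesis and export, arginine biosynthesis, phosphate starvation, iron and heme uptake, iron proteins repressed by RipA, and divalent metal transport and copper response. For metabolism they were glycolysis, PTS sugar uptake, anaplerosis with gluconeogenesis and lactate, the citric acid cycle with the glyoxylate shunt, the pentose phosphate pathway with gluconate, the 2-methylcitrate cycle, ATP synthase, nitrogen control, sulfur amino acid metabolism and branched-chain amino acid biosynthesis. Ribosomal proteins, heat shock, SOS response, WhiB-type regulators with resuscitation factors, the prophages CGP1, CGP2 and CGP3, and the genes deleted in either strain background completed them. The iron and heme uptake group also holds the regulator gene *ripA*, and *hmuO* was its only heme gene measured.

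Alternatives were scaling to total counts, TMM scaling, removal of a loess trend (span 0.3) of the log2 ratio on expression level, no minimum mean or one of 50 or 100, pseudocounts of 1 or 10, size rules of 1.5-fold or 3-fold, no counting interval, and the authors' own p-values from the deposited tables. A count test (edgeR exact test on the recovered reads) was run with an assumed coefficient of variation of 0.1, 0.2 or 0.4 between cultures, since these libraries cannot give one. The procedure was tested on simulated libraries with known changes, set only in genes with a mean of at least 50. The simulation held counting error and no spread between cultures. It thus checks the counting interval and gives no error rate for real cultures. The intervals covered the true ratio for 96.2% (L-PA depth) and 95.5% (L-proline depth) of genes. All 50 genes changed 3-fold and all 50 changed 4-fold were called at either depth. Genes changed 1.5-fold and 2-fold were simulated too, and their calls are not given. Of unchanged genes, 3 of 2525 (L-PA depth) and 8 of 2702 (L-proline depth) were called from counting error alone. A check for GC content or gene length was left out because the annotation at hand belongs to another genome build and fewer than 80% of the genes could be paired with it; for the same reason no coordinates are given. The qRT-PCR, growth and metabolite data were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, were used.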

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

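The tests on *lysG* and on the CGP3 loci were chosen only after the results were seen. The genes below were at least 2-fold different at a mean of at least 50 normalized counts and are not in the paper's Table 5, and the paper does not discuss them. The authors' deposited table gives each of them an unadjusted p above 0.01 (the lowest is 0.0131) and an adjusted p of at least 0.710. With a pseudocount of 10, *lip3*, *ripA*, cg2255, cg1832, cg1896 and cg1941 fall below 2-fold.

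In the L-PA producer, the RNA of *sigC*, for a sigma factor, was lower than in the control (log2 ratio -1.26), as were *cgtS9* (-1.21), for a two-component sensor, and cg2442 (-1.13). The lipase gene *lip3* was higher (1.11). In the L-proline producer, 2 genes of iron homeostasis were lower beside the siderophore genes of Table 5: cg0769 (-1.40), next to cg0770 of that table, and *ripA* (-1.09), for the repressor of iron proteins. Further lower genes were cg0591 (-1.54), cg2255 (-1.05) and cg1832 (-1.04), and the higher ones were cg2739 (1.52), cg3334 (1.30) and cg1541 (1.26). In the prophage CGP3 or at phage integrase fragments, '*int2* (-1.99), cg2014 (-1.12) and cg1896 (-1.10) were lower and cg1941 (1.07) was higher. Each comparison has 1 library per strain, so the spread between cultures could not be set against these differences.

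The 42.8-fold lower RNA of *lysE* in JJ004 stands apart from the rest of lysine metabolism. A lower expression of lysine biosynthesis as a whole is excluded as the cause, since the other 10 genes had a median log2 ratio of -0.045 and all 10 intervals lay above -1. A loss of DNA that took the neighbouring *lysG* along with *lysE* would bring *lysG* near the log2 ratio of *lysE* (-5.42). *lysG* had -0.66 with an interval from -1.07 to -0.27, so a ratio near that of *lysE* is not seen. The rule for setting such a loss aside asked for an interval above -1. *lysG* missed it, so the test did not decide. A loss confined to *lysE* was not tested and cannot be told apart from a change in transcription. A lower supply of lysine or arginine, which LysG senses, may also underlie it, and this stays an untested hypothesis.

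Of 130 measured loci of the prophage CGP3, 11 were lower and 1 was higher in JJ004, cg1897 the lowest of those with a mean of at least 50. Only loci named by a cg number were counted. Loci with a gene name are left out, and *psp1* (-1.56), *int2'* (-1.56) and '*int2* (-1.99) were also lower. A loss of the whole of CGP3 from part of the JJ004 cells would lower all its loci by a like factor. The 94 loci with a mean of at least 50 had a median log2 ratio of 0.061, and 26 loci of CGP3 had intervals above 0, which argues against such a loss as the whole cause. A loss of only a part of CGP3 and lower transcription of some of its operons remain candidate explanations, and neither was tested.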

How the results depend on the processing

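All alternatives were set before the data were examined. No paired analysis was possible because each strain has 1 pooled library, and for the same reason no library could be left out. The counts of higher and lower genes were 9 and 33 (L-PA) and 45 and 46 (L-proline). They stayed within 1.5 times of these under the scalings, with no minimum mean, with a pseudocount of 1 and with no interval required. With a minimum mean of 50 they were 4 and 14 (L-PA) and 18 and 27 (L-proline), and with one of 100 they were 3 and 13, and 14 and 20, because fewer genes enter. A pseudocount of 10 gave 6 and 18, and 21 and 28. A 1.5-fold rule gave 62 and 148, and 128 and 122, and a 3-fold rule 6 and 7, and 10 and 17. The authors' p below 0.01 gave 5 and 16, and 27 and 30, and their adjusted p below 0.05 gave 2 and 4, and 7 and 15. The count test on recovered reads (whole for 100% of entries) gave 15 and 45, and 46 and 57, at an assumed coefficient of variation of 0.1. It gave 1 and 0, and 1 and 9, at 0.2, and 1 and 0, and 0 and 1, at 0.4; *proP* was called at 0.1 only in either comparison. The counts thus depend on the spread assumed between cultures, which these libraries do not hold. The log2 ratio of *proC* in the L-PA producer (4.66) was 4.59 with scaling to total counts and 4.45 after removal of the loess trend. For *proP* it was -1.25 and -1.29 in place of -1.18, and -1.16 after the loess in place of -1.22 in JJ004, so *proP* stayed over 2-fold lower under every scaling run. After the loess 8 group medians changed sign: in the L-PA producer glycolysis (0.16 to -0.025), PTS sugar uptake (0.18 to -0.057) and ribosomal proteins (0.10 to -0.058), and in JJ004 ribosomal proteins (-0.06 to 0.0054), anaplerosis (-0.01 to 0.06), arginine biosynthesis (-0.01 to 0.05), glycolysis (-0.01 to 0.06) and CGP3 (0.03 to -0.00); the cause was not tested. Total counts shifted all genes by -0.07 (L-PA) and 0.02 (L-proline). Of 76 named ratios of at least 2-fold, 76 stayed so with TMM or total counts, 74 after the loess, 75 with a pseudocount of 1 and 62 with one of 10. Over 1465 alternatives of named genes, 1349 moved less than their interval, 116 moved more and 0 values of at least 2-fold changed sign. Across genes, Pearson's r of the 2 comparisons lay between -0.006 and 0.060 and Spearman's rho between -0.017 and 0.026. Depth limits genes near the minimum mean, where a 2-fold ratio can arise from a few reads.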

Differences from the paper's values

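The log2 ratios were set against Table 5. Of its 139 values that could be compared, 0 differed from the recomputed ones by more than rounding or counting error. The recomputed ratios were taken from the authors' own normalized counts, so this closeness was built in and is no independent check. The error allowed was wide for genes with few reads, such as 0.63 for cg0770 in the L-PA comparison. The direction of *proP* in the L-PA producer differs within the paper. Its abstract speaks of an increase, while Table 5 and the deposited counts (log2 ratio -1.18) have *proP* lower. The alternatives were less close: 24 values differed with scaling to total counts, 37 after removal of the loess trend and 1 with TMM scaling. The paper counts 5 higher and 17 lower genes for L-PA and 26 higher and 33 lower genes for L-proline. At the threshold of Table 5 (p below 0.01), the authors' deposited table gives 5 and 16, and 27 and 30, which is within 1.5 times in each case. Table 5 lists a log2 value of -0.5 for *whiB3* in the L-PA producer, marked here as the paper's; its counts were 4 reads in GSL(pVWEx1) and 0 in GSL(pVWEx1-*lysDH-proC*), near the floor of 3, so no fold is given. The gene cg1091 is listed 2 times, so that Table 5 holds 73 genes in 74 lines.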

Other observations

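The tests on genes lower in both producers were chosen before their results were seen, while the pattern itself was noticed in these data. The paper does not discuss most of central metabolism. In the L-PA producer, several gene groups had medians slightly above 0, with few genes past 2-fold, and part of this depends on a trend of the ratio with expression level. Extreme percentiles below can also come from genes of 1 operon, which are not independent. The genes of ATP synthase had a median log2 ratio of 0.37 over 9 genes (percentile 99.66), with *atpD* at 0.64 and *atpA* at 0.47. The citric acid cycle with the glyoxylate shunt had 0.26 (percentile 97.46), and the iron proteins repressed by RipA, *acn* (0.36) and *katA* (0.57) among them, had 0.30 (percentile 99.9). After removal of that trend the medians were 0.27 for ATP synthase, 0.13 for the citric acid cycle and 0.25 for the iron proteins. Arginine biosynthesis had 0.32 over 8 genes (percentile 99.85), the 2-methylcitrate cycle 0.37 (percentile 99.94) and sulfur amino acid metabolism 0.26 (percentile 99.62). Phosphate starvation genes went both ways: their median was 0.27 (percentile 98.97), but 3 of 15 intervals lay above 0 and 2 below. *pctC* was past 2-fold (1.13, from 15 and 26 reads in control and producer), and the more abundant *phoU* was lower (-0.41, 95% interval -0.51 to -0.31). Lower medians were found for iron and heme uptake (-0.27, percentile 3.23) and for WhiB-type regulators and resuscitation factors (-0.37, percentile 0.20), with *rpf1* at -0.40 and *whiB4* at -0.37 but *rpf2* above 0 at 0.09 (95% interval 0.03 to 0.15). The iron proteins, the 2-methylcitrate cycle, phosphate starvation, iron and heme uptake and the WhiB-type group hold genes of Table 5. Their medians and percentiles are therefore no independent evidence. Nitrogen control (-0.16), SOS response (-0.11), heat shock (0.16), branched-chain amino acid biosynthesis (0.16) and anaplerosis (0.16) had no gene past 2-fold. Glycolysis (0.16), PTS sugar uptake (0.18) and ribosomal proteins (0.10) also had none, and their signs turn after removal of a trend with expression level. The genes deleted in GSL outside the prophages had a median of -0.00, those deleted in JJ001 and JJ004 0.36. Of the prophages, CGP1 had 1 measured locus (-0.07), CGP2 had 0 and CGP3 had 3 (-0.28).

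In JJ004, the PTS genes for sugar uptake had lower RNA than in JJ001, each by less than 2-fold. All 5 measured PTS genes had intervals below 0, from *ptsG* (-0.87) to *ptsH* (-0.31), with a median of -0.57 (percentile 0.075) and 0 genes past 2-fold. Nitrogen control had a median of -0.18 (percentile 2.66; 7 of 18 intervals below 0 and 1 above), with *gdh* at -0.61 and *glnA* at -0.57. Sulfur amino acid metabolism had -0.21 (percentile 0.62; 9 of 19 intervals below 0 and 2 above) and branched-chain amino acid biosynthesis -0.21 (percentile 3.44), with *leuC* at -0.78. The 2-methylcitrate cycle had 0.40 (percentile 99.91), with no gene past 2-fold, led by *prpC2* (0.85) and *prpB2* (0.72). ATP synthase had 0.17 (percentile 99.69) and the citric acid cycle 0.03 (percentile 92.8), where *mdh* stood out at 0.69. The pentose phosphate pathway had -0.14 (percentile 11.04), with *gntP* at -0.96. PTS sugar uptake, branched-chain amino acid biosynthesis, the 2-methylcitrate cycle and the pentose phosphate pathway hold genes of Table 5. The medians and percentiles of these groups are therefore no independent evidence. SOS response had -0.13 with *divS* lower (-1.12), and the iron proteins repressed by RipA (0.00; 5 intervals above 0 and 5 below) and heat shock (0.02; 6 above and 4 below) had medians near 0 over members that went both ways. Arginine biosynthesis and glycolysis had -0.01 each, and both lie slightly above 0 with scaling to total counts or after removal of the trend. Ribosomal proteins had -0.06, whose sign turns with that removal, and CGP3 had 0.03, which becomes -0.00. CGP1 had 0.16 over 15 loci, and of 2 measured CGP2 loci cg1748 was higher (1.69, from 10 reads in JJ001 and 22 in JJ004). The genes deleted in GSL outside the prophages, present in JJ001 and JJ004, had 0.80, and those deleted in JJ001 and JJ004 0.03.

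Across 2709 genes, the log2 ratios of the 2 comparisons were nearly unrelated (Pearson's r 0.029, Spearman's rho -0.007; genes are not independent replicates). Among 2424 genes with a mean of at least 50 in both tables, 11 were at least 1.5-fold lower in both producers, of 114 in the L-PA and 77 in the L-proline producer. These were cg3254, cg1665, cg1091, *proP*, cg0175, cg2651, *betP*, cg1085, cg0282, *ltbR* and cg0591. At least 1.5-fold higher in both were 6 genes (cg0569, *prpC2*, *catC*, cg1279, cg1308 and cg3326), of 48 and 83, where 1.64 would be the number if the comparisons were independent. In opposite directions, 7 genes were lower for L-PA and higher for L-proline, where 3.90 would be that number and 8 the upper end of its 95% Poisson interval, and 0 the reverse, where it would be 1.52. The 7 thus also exceed their number, though not that upper end, and part of the excess in the shared directions may come from genes that vary readily either way, which was not tested; the trend with expression level does not account for the genes lower in both, whose medians after its removal were -0.92 in the L-PA and -0.88 in the L-proline producer.

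For the 11 genes lower in both, independent changes would give 3.62, with 8 as the upper end of the 95% Poisson interval, which argues against them as the sole source, although genes of 1 operon are not independent. A trend of the ratio with expression level was too small to be the cause. Among genes with a mean of at least 10 normalized counts, its removal moved no log2 ratio by more than 0.313 (L-PA) or 0.072 (L-proline). These genes had been picked at 1.5-fold or more, so the removal could hardly have brought their medians near equal levels. Those medians were -0.92 (L-PA) and -0.88 (L-proline), and all 11 genes stayed at least 1.5-fold lower in both. For lower expression of the osmoregulated uptake genes as a group, *ectP* and *lcoP* were read. In the L-PA producer the interval of *ectP* began at 0.11, so it was not lower, and that of *lcoP* (-0.24 to 0.01) included 0. The paper calls the import by EctP osmoregulated and does not say so of its RNA, so these genes cannot decide the question. Of the 11 genes, only *proP* and *betP* belong to the carriers. A response of *proP* and *betP* to an accumulated compatible solute may be shared by both producers, as a hypothesis found in these same data. Growth stage or another condition common to both producers was not tested and stays open.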
